# Bioinformatics analysis of microRNAs related to blood stasis syndrome in diabetes mellitus patients

**DOI:** 10.1042/BSR20171208

**Published:** 2018-03-21

**Authors:** Ruixue Chen, Minghao Chen, Ya Xiao, Qiuer Liang, Yunfei Cai, Liguo Chen, Meixia Fang

**Keywords:** bioinformatics, blood stasis syndrome, diabetes, endothelial cells, microRNA

## Abstract

In traditional Chinese medicine (TCM), blood stasis syndrome (BSS) is mainly manifested by the increase of blood viscosity, platelet adhesion rate and aggregation, and the change of microcirculation, resulting in vascular endothelial injury. It is an important factor in the development of diabetes mellitus (DM). The aim of the present study was to screen out the potential candidate microRNAs (miRNAs) in DM patients with BSS by high-throughput sequencing (HTS) and bioinformatics analysis. Human umbilical vein endothelial cells (HUVECs) were incubated with 10% human serum to establish models of DM with BSS, DM without BSS (NBS), and normal control (NC). Total RNA of each sample was extracted and sequenced by the Hiseq2000 platform. Differentially expressed miRNAs (DE-miRNAs) were screened between samples and compared with known changes in mRNA abundance. Target genes of miRNAs were predicted by softwares. Gene Ontology (GO) and pathway enrichment analysis of the target genes were conducted. According to the significantly enriched GO annotations and pathways (*P*-value ≤ 0.001), we selected the key miRNAs of DM with BSS. It showed that the number of DE-miRNAs in BSS was 32 compared with non-blood stasis syndrome (NBS) and NC. The potential candidate miRNAs were chosen from GO annotations in which target genes were significantly enriched (−log_10_ (*P*-value) > 5), which included miR-140-5p, miR-210, miR-362-5p, miR-590-3p, and miR-671-3p. The present study screened out the potential candidate miRNAs in DM patients with BSS by HTS and bioinformatics analysis. The miRNAs will be helpful to provide valuable suggestions on clinical studies of DM with BSS at the gene level.

## Introduction

Diabetes mellitus (DM) is a chronic disease caused by lack of insulin secretion or lower biological effects of insulin. It is characterized by metabolic disorders of glucose, protein, and fat metabolism. The International Diabetes Federation (IDF) reported that 8.4% of all-cause deaths were attributable to DM in adults aged 20–79 years globally in 2014 [1]. It reported that there were 415 million patients with DM around the world in 2015, and there will be 642 million DM patients estimated in 2040. It also reported that every 6 s a person dies from diabetes and 1 in 7 births are affected by gestational diabetes [2]. DM patients often have insulin resistance (IR) or compensatory insulin, which can cause organs involvement and finally lead to diseases, such as coronary heart disease (CHD), obesity, hypertension and dyslipidemia.

Modern pathological studies have shown that the vascular endothelium is damaged by high blood sugar in the early stage of diabetes, which leads to slow blood flow and ischemia, which is the main cause of death and disability in DM patients [3]. Blood stasis is considered to be a basic pathogenic factor of DM in traditional Chinese Medicine (TCM) and occurs in many diseases, such as hypertension, CHD, DM, metabolic diseases, etc. [4–7]. Blood stasis syndrome (BSS) has been studied in recent years, including in hemorheology, microcirculation, platelet function, vascular endothelial function, and molecular biology. Studies on the mechanism of BSS have been limited in blood, but have focused on the relationship between vascular changes and the occurrence of BSS. Blood stasis biology has been associated with changes in vascular endothelial cell function; moreover, endothelial cell damage has been proved closely associated with the development of BSS [8,9].

BSS, which blocks the heart and vessels, not only refers to blood stagnation or coagulation in blood vessels but also includes the permeation of blood into perivascular tissues, skin, etc. Pathogenesis of BSS is very complicated, involving multiple systems, and a variety of tissues [10]. For example, BSS is the main pathogenesis of CHD. Modern pharmacological studies showed that activating blood stasis therapy could effectively improve the etiology and pathogenesis of CHD [11–14]. According to the differences in the internal and external environment of the individual disease, BSS were divided into qi-deficiency and blood stasis syndrome (QDBS), qi-stagnation and blood stasis syndrome (QSBS), cold-coagulation and blood stasis syndrome (CCBS), heat-accumulation and blood stasis syndrome (HABS). However, limited data are available on the mechanism of BSS.

miRNAs are a type of short, non-coding RNA molecule which can inhibit effective mRNA translation of the target genes via imperfect base pairing or lead to mRNA degradation via complementary base pairing [15]. Over 2500 miRNA have been discovered in humans (miRBase database www.mirbase.org), and many of them are found to be linked to various kinds of diseases. Thus, miRNA can be used as biomarkers, clinical diagnostic and therapeutic targets, such as miR-122 and miR-199a [16]. In our previous studies, we analyzed miRNAs and mRNAs levels in endothelial cells exposed to serum from hypertensive patients with BSS and found some potential candidate miRNAs and gene targets [17,18].

miRNAs play key roles in the pathological process of DM. They can regulate the development of pancreatic cells, the release of insulin and the function to peripheral target tissues, finally regulating glucose metabolism [19–21]. For example, miR-375 regulates genes controlling cell growth and proliferation, which is essential for normal glucose homeostasis, α- and β-cell turnover, and adaptive β-cell expansion in response to increasing insulin demand in IR [20]. The relationship between miRNAs and DM has been studied more, but there are few reports about the relationship between miRNAs and BSS in DM. Therefore, there is need to study miRNAs related to BSS in DM patients, to provide valuable suggestions on clinical diagnosis and treatment of DM with BSS. In the present study, DM patients were diagnosed as different TCM syndromes according to different symptoms, and were divided into QDBS, QSBS, CCBS, HABS, and NBS. Hyperglycemia and blood stasis in diabetic patients are an important factor in vascular endothelium damage. So we constructed four kinds of BSS diabetic endothelial cell models, and analyzed the regulatory mechanism of BSS-associated miRNAs by high-throughput sequencing (HTS) technology, compared with non-blood stasis diabetes and normal endothelial cells.

## Materials and methods

### Patients

Patients were diagnosed according to the 2010 Chinese Medical Association ‘Type 2 diabetes prevention guidelines in China’ and the Chinese Association of the Integration of Traditional and Western medicine ‘Consensus of Integrative Medicine on BSS Diagnosis and Treatment in 2011’ [22,23]. Patients were enrolled from the first affiliated hospital of Jinan University (Guangzhou, CHN). A total of 40 cases of DM patients with BSS were divided into QDBS (*n* = 10), QSBS (*n* = 10), CCBS (*n* = 10), and HABS (*n* = 10). There were also 40 cases of DM patients without BSS (NBS).

Diagnostic criteria of BSS were meeting two or more than two of the following criteria. (I) Dark purple or dark red tongue, or with petechia or ecchymosis. (II) Bluish purple or dark color of the complexion, lip, gingiva, periocular skin, finger tip (or toe-end). (Ⅲ) Scaly dry sin, varicosity or abnormal telangiectasia in different parts of the body. (IV) Constant pain, pricking, or colic pain. (V) Stagnant blood or hematocele (in viscera, tissue, serous cavity, or under the skin due to bleeding), or intermittent claudication. (VI) Amenorrhea or dark menstruation with blood clot. (VII) Numbness of limbs or hemiplegia. (VIII) Psychomania or amnesia. (IX) Hesitant pulse, or knotted and intermittent pulse, or asphygmia. (X) Abdominal pain with resistance of pressing. (XI) Viscera enlargement, neoplasm, inflammatory or non-inflammatory lump, hyperblastosis. Patients with interventional therapy or surgical operation who do not meet this criterion should be excluded.

The typical symptoms of QDBS, QSBS, CCBS, and HABS were as follows. QDBS: Physically and mentally fatigued, pant, sweating, dark and big tongue with thin and white fur and tooth marks, knotted and intermittent pulse. QSBS: Distension, depression or pain in the chest, hypochondrium or stomach, irritability, dark tongue, stringy pulse. CCBS: Intolerance to cold and cold limbs, peripheral coldness, exacerbated by exposure to cold, pale face, pale tongue with white fur, deep pulse, tight pulse, slow pulse, or taut pulse. HABS: Fever, ozostomia, bitter taste, xerostomia, astriction or yellow urine, dark red tongue with yellow thick fur, rapid pulse, or slippery pulse.

The characteristics of DM patients with BSS compared with NBS were as follows: The average random blood glucose (14.12 ± 1.28 in BSS vs. 11.81 ± 2.40 in NBS) mmol/l, fasting blood glucose (7.95 ± 0.84 in BSS vs. 8.97 ± 1.74 in NBS) mmol/l, oral glucose tolerance test (OGTT) and 2 h blood glucose (13.06 ± 1.31 in BSS vs. 11.86 ± 1.23 in NBS) mmol/l. There was no significant difference in the random blood glucose, fasting blood glucose, and OGTT 2 h blood glucose (*P* > 0.05). Thirty healthy volunteers were recruited from Jinan University as normal controls (NC). Fasting venous blood and self-coagulation samples were centrifuged (4°C, 2000 rev/min, 15 min), and the supernatants were transposed into a sterilized EP tube, and then incubated in a water bath at 56°C for 30 min to inactivate serum complement. Finally, the samples were stored at −20°C. All samples were equally mixed in each group before use. Potential participants that were interested in the present study received a complete explanation of the protocol and signed the consent form. The ethical approval for the study was permitted by the Ethics Committee of the Medical College of Jinan University.

### Cell models

CRL-1730 HUVECs (ATCC, USA) were cultured in culture flasks (1 × 10^5^/ml, 25 ml) in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, USA) containing 10% fetal bovine serum (FBS) (Gibco, USA) for 24 h at 37°C plus 5% CO_2_. The supernatant was discarded and the cells were washed with phosphate-buffered saline (PBS) (Gibco, USA) and then cultured with serum-free DMEM for 24 h. The supernatant was then discarded and the cells were washed with PBS. Then a 10% serum of QDBS, QSBS, CCBS, HABS, NBS, and NC was added to six culture flasks for 24 h. Finally, the cell models of QDBS, QSBS, CCBS, HABS, NBS, and NC were established. The supernatant was discarded and the cells were washed with PBS. The cells were digested in the culture flasks for 3 min with 1 ml TRIzol and the cells observed under an inverted microscope. Then, cells were collected into freezing tubes and stored at −80°C to preserve.

### Small RNA sequencing

Total RNA was extracted from cells by TRIzol (Invitrogen, USA). The small RNA library (140–160 bp) was constructed by Illumina Truseq Small RNA. The human small RNA sequence analysis was performed by the Hiseq2000 platform with 1 * 51 bp. Original images were transformed into raw reads by Base Calling. Quality control of the reads was conducted by SeqPrep (https://github.com/jstjohn/SeqPrep), Sickle (https://github.com/najoshi/sickle), and Fastx-Toolkit (http://hannonlab.Cshl.edu/fastx_toolkit/). The clean reads should satisfy the following criteria. (I) No reads with adaptors. (II) No reads with more than 10% unknown bases. (III) No low-quality reads. (IV) The length of the reads should be 18–32 bp. Then, further analysis can be conducted. The sequences of the same reads were combined to obtain the unique sequence, which was used to analyze the species and abundance of small RNAs in the statistical samples. The annotation of measured small RNAs was mapped to Rfam database (http://Rfam.sanger.ac.uk/) and GenBank noncoding RNA database (http://blast.ncbi.nlm.nih.gov/), thus filtering out the rRNA, scRNA, snoRNA, snRNA, tRNA, and other non-coding RNA. The remaining sRNAs were mapped to the human miRNA data of miRBase 21.0 (http://mirbase.org) to identify the known miRNAs. And the novel miRNAs were predicted by miRDeep2 (https://www.mdc-berlin.de/8551903/en/research/research_teams/systems_biology_of_gene_regulatory_elements/projects/miRDeep), randfold (http://www.bits.vib.be/index.php?option=com_content&view=article&id=16382011:randfold&catid=15:sequence-based&Itemid=636), Bowtie (http://bowtie-bio.sourceforge.net/index.shtml), and RNAfold (http://www.tbi.univie.ac.at/RNA/).

### MicroRNA screening

In order to get DE-miRNAs, on the basis of miRNA expression profiles, four comparisons were made, including QDBS vs. NBS and NC, QSBS vs. NBS and NC, CCBS vs. NBS and NC, HABS vs. NBS and NC. We used TMM (trimmed means of *M*-values method) to standardize read count data obtained in the analysis of miRNA expression level, then applied DEGseq to do the difference analysis using a Benjamini *q*-value of 0.001 as the cut-off (corrected *P*-value < 0.001), were used to screen out the DE-miRNAs [24]. Then the common DE-miRNAs in the four comparisons were selected for the following target prediction by Microsoft Excel software.

### Bioinformatics analysis of miRNA

The two softwares microRNA.org (http://www.microrna.org/) and TARGETSCAN (http://www.targetscan.org/) were utilized for predicted target genes of the DE-miRNAs in BSS. Importantly, the common predicted genes of the software were selected for the following bioinformatics analysis. And, target genes predicted with the cumulative weighted context ++ score less than −0.2, were selected for further analysis. To better identify the miRNAs important for regulating BSS, the predictions for miRNA target genes were compared with the differentially expressed mRNA transcripts (DE-mRNAs; fold change > 2; *P*-value < 0.05) identified from an analysis of the whole transcriptomes determined for these samples (unpublished data). Examples showing a negative correlation between the changes in abundance of a DE-miRNA with its predicted DE-mRNA partner were retained for further analysis. GO (Gene Ontology) and pathway enrichment analysis were used to infer the functional annotations of the genes for DM with BSS by MAS (Molecule Annotation System, http://bioinfo.capitalbio.com/mas3/), which is a web-based software toolkit for whole data mining and function annotation solution to extract and analyze biological molecule relationships from the public knowledgebase of biological molecules and signification, including GenBank, EMBL, SwissProt, Gene Ontology, KEGG, BioCarta, GenMapp, mirBase, EPD, HPRD, MIND, BIND, Intact, TRANSFAC, UniGene, dbSNP, OMIM, InterPro, HUGO, MGI, RGD, etc. In addition, the significantly enriched GO annotations were chosen (−log_10_(*P*-value) > 5). The predicted targets of miRNAs in BSS were classified according to pathway analysis. The target genes were chosen from the significantly enriched GO annotations. Their miRNAs were selected as the potential candidate miRNAs of BSS in DM.

### Online data deposition

The data discussed in this publication have been deposited in NCBI Sequence Read Archive and is accessible through GEO Series accession no. GSE109265 (the transcriptome data) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109265) and no. GSE109266 (the miRNA data) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109266).

## Results

### Sequencing data quality

Clean reads of small RNAs were filtered from raw reads after quality control. The unique clean reads were annotated by Rfam and non-miRNA reads, such as rRNA, scRNA, snoRNA, snRNA, and tRNA were abandoned. The proportion of miRNA reads of all samples by the Rfam database accounted for 74% (Figure 1). The clean miRNA reads of each sample were mapped to the human reference genome. The results of sequence statistics among the samples and miRNA read numbers of all samples are listed in Table 1.

**Figure 1:**
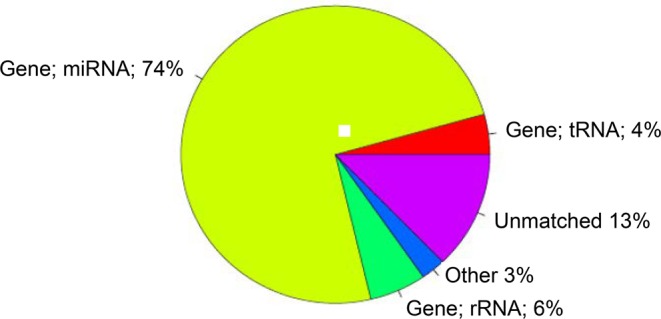
Proportion of small RNAs reads by Rfam database.

**Table 1:** Summary of sequence statistics of the samples

Group	Total reads	High quality	Clean reads	Mapped clean reads	Unique reads
QDBS	26359269	12893670	11531953	10038161	944791
QSBS	28406778	8737699	8255960	6778666	787743
CCBS	30872981	13804320	12959680	10723503	835698
HABS	29157502	10311967	9753552	7973897	801745
NBS	40339424	11231087	10768288	9211771	590405
NC	17440198	15261312	6297952	3815519	253955

### Differentially expressed miRNAs between samples

The DE-miRNAs between groups were analyzed. 

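Small RNA was sequenced from 6 flasks of CRL-1730 cells, a line of human umbilical vein endothelial cells, with 1 flask and 1 library per condition. Each flask was kept for 24 h with 10% serum pooled from the donors of 1 group. The QDBS, QSBS, CCBS and HABS pools came from 10 DM patients each, the NBS pool from 40 DM patients without blood stasis and the NC pool from 30 healthy volunteers. RNA that the serum itself brought into a flask was not told apart from RNA of the cells. The depth was not read from the files. The paper's Table 1 gives 10038161 mapped clean reads for QDBS, 6778666 for QSBS, 10723503 for CCBS, 7973897 for HABS, 9211771 for NBS and 3815519 for NC, so that the NC library is the shallowest. The authors standardized the read counts by TMM and compared the libraries with DEGseq. The authors' deposited tables hold 8 comparisons, each of 1 BSS library with 1 control library, and list miRNAs with a p-value under 0.001 only. Each table gives a log2 fold change of the TMM-standardized values, the same fold change after a further library scaling in DEGseq, a z-score, a p-value and its Benjamini-Hochberg adjustment. In the authors' deposited tables this scaling moved every log2 fold change against NC by 2.32 in QDBS, 2.31 in QSBS, 2.32 in CCBS and 2.32 in HABS, and those against NBS by -0.00538 to 0.00212. The tables carry library codes, so each was tied to its comparison through the paper's Table 2. The fold change after scaling equalled the value of Table 2 for all 32 miRNAs in every comparison except CCBS against NBS, where it did so for 31, within a tolerance of 0.015, and no more than 4 of the 32 were equal in any other table. The fold change after scaling is therefore used as the main value, always as BSS minus control. A DEGseq p-value compares 2 libraries, not 2 conditions, and none of the 8 comparisons has a replicate check. The only estimate of the variation between libraries is the spread of the 4 BSS libraries, which was used in limma against each control.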

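The miR-29 family, known as repressors of collagen and other matrix genes, was lower in all 4 BSS libraries than in NBS. In the authors' deposited tables, all 3 members were called lower at an adjusted p under 0.001 in every comparison, with log2 fold changes of -0.71 to -0.64 for hsa-miR-29b-3p, -0.53 to -0.31 for hsa-miR-29c-3p and -0.20 to -0.09 for hsa-miR-29a-3p. When the fold changes were recentred on the median of the listed miRNAs, 2 of the 3 stayed lower in QDBS, 3 in QSBS, 1 in CCBS and 3 in HABS. Among 10000 random lists of the same size and precision, the median of the family lay at the 14.8, 1.43, 30.5 and 3.6 percentile in QDBS, QSBS, CCBS and HABS, and none of the 3 passed limma against NBS. On simulated log2 changes of 0.5 against NBS, limma called 0% of 13 miRNAs. hsa-miR-29b-3p and hsa-miR-29c-3p are in Table 2, which the study chose on these libraries and whose values had been seen. The direction and the percentiles of the family are therefore not independent evidence. Of 9 miRNAs of endothelial cells and angiogenesis, the authors' deposited tables call 5 higher and 2 lower in QDBS, 9 higher and 0 lower in QSBS, 6 higher and 1 lower in CCBS, and 5 higher and 2 lower in HABS. The median of this list lay at the 91.4, 94.0, 96.1 and 84.1 percentile of 10000 random lists of the same size and precision in QDBS, QSBS, CCBS and HABS. Its member hsa-miR-221-3p, which represses the stem cell factor receptor KIT, had log2 fold changes of 0.17, 0.75, 0.62 and 0.15 in the authors' deposited tables, and hsa-miR-23a-3p had 0.54, 0.57, 0.35 and 0.25. In the miR-17-92 cluster and its paralogs, which promote proliferation, the authors' deposited tables call 7, 7, 5 and 7 of the 15 miRNAs higher and 4, 4, 7 and 3 lower in the same order of libraries, against 9, 5, 8 and 8 higher and 2, 6, 4 and 2 lower when recentred. Within this cluster hsa-miR-19a-3p had log2 fold changes of 0.60 to 1.16 and hsa-miR-106b-5p, of a paralogous cluster, a median of -0.27 in the authors' deposited tables. The let-7 family was called higher for 4, 7, 2 and 5 members and lower for 3, 1, 5 and 2 of the 9 in the authors' deposited tables, and the miR-30 family higher for 4, 4, 2 and 4 and lower for 2, 2, 5 and 2 of the 7. Recentred, let-7 had 5, 4, 3 and 5 higher and 2, 4, 4 and 2 lower, and miR-30 had 5, 2, 6 and 4 higher and 1, 4, 1 and 2 lower. Of the miRNAs listed here as markers of red cells or serum, 2, 2, 1 and 2 of 6 were called higher in the authors' deposited tables and 1, 0, 2 and 1 lower. hsa-miR-16-5p, the only member listed in all 4 comparisons, had a median log2 fold change of 0.33, and whether it came from red cells or serum was not tested. Over all miRNAs, the authors' deposited tables hold 331 calls for QDBS, of which 207 are lower and 37.5% higher, 224 higher and 153 lower for QSBS, 131 higher and 220 lower for CCBS, and 159 higher and 165 lower for HABS. Recentring, which by construction evens the sides, moved the share of higher calls to 48.6% in QDBS and, from 37.3%, to 49.9% in CCBS. At least a 2-fold change was reached by 84, 119, 90 and 84 of these calls.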

Compared with NBS, the number of DE-miRNAs was as follows, QDBS (*n* = 359, 138 down-regulated, 221 up-regulated), QSBS (*n* = 394, 229 down-regulated, 165 up-regulated), CCBS (*n* = 372, 136 down-regulated, 236 up-regulated), and HABS (*n* = 346, 168 down-regulated, 178 up-regulated). Compared with NC, the number of DE-miRNAs was as follows: QDBS (*n* = 696, 270 down-regulated, 426 up-regulated), QSBS (*n* = 745, 331 down-regulated, 414 up-regulated), CCBS (*n* = 731, 278 down-regulated, 453 up-regulated), and HABS (*n* = 766, 334 down-regulated, 432 up-regulated).

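After the library scaling, most of the miRNAs called stood higher in the BSS libraries than in NC. Of 434 pairs of miRNAs that share a near-identical stretch of precursor sequence, 130 had medians on opposite sides of 0, and 156 before the scaling. How many unrelated pairs would lie so was not counted, so this does not show that relatives split more often. Within these pairs the median absolute difference was 2.71, not above the 2.93 of values exchanged between miRNAs of like standard error. Names with identical values, such as hsa-miR-518e-5p and hsa-miR-519a-5p, count as pairs and lower this median. The comparison therefore cannot decide whether relatives move apart. Of the C14MC cluster, an imprinted group of miRNAs on chromosome 14, most of the members listed were higher in the 4 BSS libraries. The authors' deposited tables call 10, 11, 12 and 13 of its 32 miRNAs, matched by exact name, higher in QDBS, QSBS, CCBS and HABS and 0, 0, 0 and 1 lower, and the median of the 10 listed in all 4 comparisons was 7.79 on the log2 scale. Its median lay at the 84.4, 90.1, 99.6 and 90.0 percentile of random lists in the same order, over all members listed in each comparison. Before the library scaling 10, 11, 11 and 12 were higher and 0, 0, 1 and 2 lower. Among the miRNAs of NF-kB signalling and inflammation, hsa-miR-155-5p, a miRNA induced by inflammatory signals, had log2 fold changes of 4.42 to 4.60 in the authors' deposited tables, and hsa-miR-146a-5p, which restrains NF-kB signalling, had 3.88 to 4.02. The authors' deposited tables call 5 of the 6 miRNAs of this list higher and 1 lower in every comparison, against 2 higher and 4 lower before the library scaling, and hsa-miR-9-5p, with a median of -1.86, is the lower one. The miR-378 family was lower for 8 of the 8 members in its list in every comparison of the authors' deposited tables, both before and after the scaling. The medians ran from -0.37 for hsa-miR-378a-3p to -6.75 for hsa-miR-378h. The list leaves out hsa-miR-378b, at -3.10 in limma after the scaling, and the opposite arm hsa-miR-378a-5p, which was higher at 2.18. In the let-7 family, known as repressors of growth genes, 3, 3, 2 and 3 members were higher and 5, 5, 6 and 5 lower in the authors' deposited tables, while before the scaling all 8 listed members were lower. The median log2 fold change was -4.55 for hsa-let-7e-5p and 1.15 for hsa-let-7i-5p. hsa-let-7c, deposited without an arm suffix and so not counted in the family, had a median of -8.98. The miR-30 family had 2, 2, 1 and 2 members higher and 5, 5, 6 and 5 lower in the authors' deposited tables, and all 7 were lower before the scaling. Of the p53-induced miRNAs, 2 were higher and 3 lower in each of the authors' deposited tables, and all 5 were lower before the scaling. hsa-miR-215, also deposited without an arm suffix and not counted, had a log2 fold change of -4.56 in limma. The endothelial list was called higher for 6, 8, 7 and 6 of 9 and lower for 3, 1, 2 and 2 in the authors' deposited tables, against 3 higher in each before the scaling. Of the 15 miRNAs of the miR-17-92 list, 11 were higher in each of the authors' deposited tables, and 2, 3, 2 and 3 before the scaling. Markers of other cell types moved as well. The epithelial miRNAs split into 3 called higher and 2 called lower in all 4 comparisons of the authors' deposited tables, with medians of 4.09 for hsa-miR-200a-3p and -2.67 for hsa-miR-141-3p, which are 1.77 and -4.99 before the scaling, while the list as called before it had 1, 2, 2 and 1 higher and 4, 4, 4 and 5 lower. Of the islet and neural miRNAs, 3 were higher in all 4 comparisons of the authors' deposited tables, hsa-miR-7-5p with a median of 7.08. Before the scaling 2 of the 4 called in QDBS and 1 of the 3 called in CCBS were lower. Another of the 3, hsa-miR-9-3p, was at 7.00 in limma. The other arm of its precursor, hsa-miR-9-5p of the NF-kB list, was lower. Of the 5 leukocyte and platelet miRNAs, the authors' deposited tables call 1, 1, 0 and 0 higher and 3, 2, 3 and 3 lower, and 0 higher before the scaling. The leukocyte miRNA hsa-miR-223-3p stood at -4.02, the red cell miRNA hsa-miR-486-5p at -1.75, the liver miRNA hsa-miR-122-5p at -1.46 and the smooth muscle miRNA hsa-miR-143-3p at -4.06 as medians of the authors' deposited tables. The red cell list as a whole went both ways. The authors' deposited tables call 3, 1, 1 and 3 of its miRNAs higher and 2, 2, 3 and 2 lower. None was higher before the scaling. The mesenchymal and smooth muscle list had 3 called higher in each comparison and 1, 3, 2 and 3 lower. Before the scaling none of this list was higher either. Of its higher members, hsa-miR-199a-3p and hsa-miR-199b-3p have identical values in limma, 1.19 each, so they do not count as separate measurements. In all, the authors' deposited tables hold 696 calls for QDBS, 505 higher and 191 lower, 745 for QSBS, 562 higher and 183 lower, 730 for CCBS, of which 70.5% are higher and 215 lower, and 766 for HABS, of which 574 or 74.9% are higher. With the fold change before the scaling, the split was 270 higher and 426 lower in QDBS, 331 and 414 in QSBS, 278 and 452 in CCBS, and 334 and 432 in HABS. Recentred on the median, 49.9%, 49.9%, 49.7% and 49.6% were higher, a balance that recentring sets by construction. Where a miRNA has few or no reads in NC, its fold change rests on how DEGseq treats low values, which was not analysed here.

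**Figure D1:**
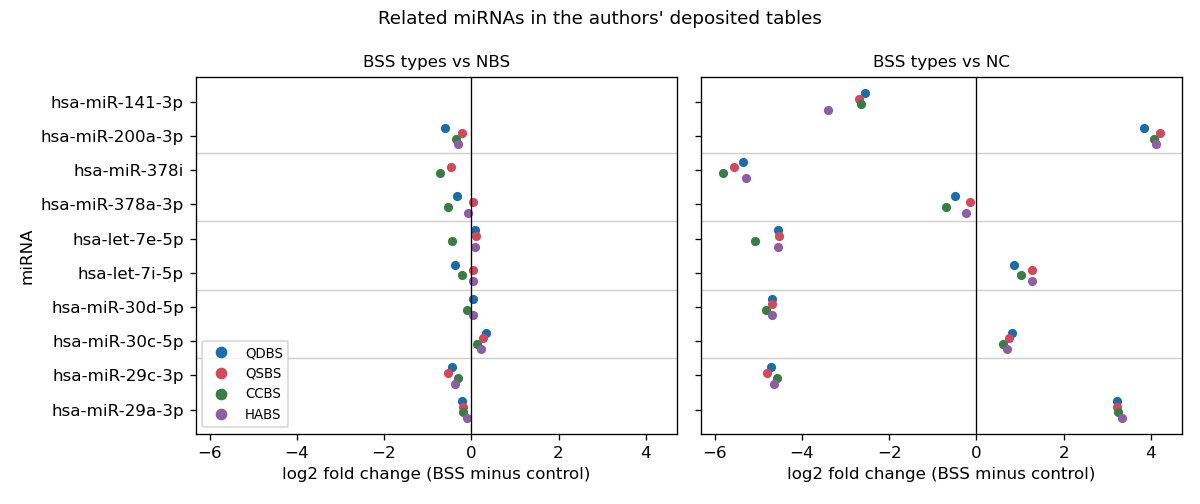
Log2 fold change after library scaling, BSS minus control, in the authors' deposited tables for 5 pairs of related miRNAs, chosen after their values were seen, with 1 point per BSS library (left against NBS, right against NC). Against NC, hsa-miR-29a-3p lies at 3.22 to 3.33 and hsa-miR-29c-3p at -4.80 to -4.58. Before the scaling every value against NC lies lower by about 2.32, which puts hsa-miR-30c-5p and hsa-let-7i-5p below 0.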

### Differentially expressed miRNA in BSS

The common DE-miRNAs in QDBS, QSBS, CCBS, and HABS were identified as the differentially expressed miRNAs of BSS. The number of DE-miRNAs in BSS was 105 (59 down-regulated, 46 up-regulated) compared with NBS, while the number was 358 (143 down-regulated, 215 up-regulated) compared with NC, and the number was 32 (15 down-regulated, 17 up-regulated) compared with NBS and NC (Table 2).

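Against NBS, 100 miRNAs were called in the same direction in all 4 comparisons at an adjusted p under 0.001, 43 higher and 57 lower in BSS. Against NC there were 528, 385 higher and 143 lower, and 51 were shared by both controls in 1 direction, 36 higher and 15 lower. Leaving out 1 BSS library gave 48 to 62 higher and 62 to 88 lower against NBS, and 39 to 50 higher and 15 to 23 lower against both controls. At the unadjusted p-value under 0.001 that all listed miRNAs meet, the counts were 105, 46 higher and 59 lower, against NBS, 528 against NC and 54, 39 higher and 15 lower, against both. The direction against NC depended on the scaling. With the fold change before it, 190 were higher and 291 lower against NC, and 14 higher and 35 lower against both controls. Recentred on the median, which by construction sets about equal numbers on each side in each comparison, 239 were higher and 242 lower against NC, and 18 higher and 21 lower against both. Of these common calls, a 2-fold change in every comparison was met by 2 against NBS, hsa-miR-1292-3p and hsa-miR-135b-3p, and by 1 against both controls, hsa-miR-1292-3p. In the authors' deposited tables hsa-miR-4423-3p also changed at least 2-fold in every comparison, with 1.66 to 2.49 against NBS, but its adjusted p in CCBS against NBS is 0.00186. Among the 100 common calls, higher than in NBS by the largest medians were, besides hsa-miR-1292-3p, hsa-miR-454-3p at 1.06, hsa-miR-4517 at 1.05, hsa-miR-590-3p at 0.93 and hsa-miR-196b-5p, encoded in the HOXA cluster, at 0.77. Lower by the largest medians among them were hsa-miR-135b-3p at -2.07, hsa-miR-1307-5p at -1.02, hsa-miR-33a-5p, encoded within the gene of the sterol regulator SREBF2, at -0.79, hsa-miR-1260b at -0.78 and hsa-miR-196a-3p at -0.77. Among the 528 common calls against NC, the largest positive medians were those of hsa-miR-582-3p at 12.82, hsa-miR-582-5p at 12.78, hsa-miR-1257 at 12.37, hsa-miR-4484 at 11.81 and hsa-miR-483-3p at 11.74. The standard errors implied for these miRNAs are 0.37 to 0.51. Such sizes may rest on how DEGseq treats few or no reads in NC, which was not checked, so they may not be measured ones. The largest negative medians against NC were those of hsa-let-7c at -8.98, hsa-miR-133b, a muscle miRNA, at -8.94, hsa-miR-320e at -7.40, hsa-miR-378h at -6.75 and hsa-miR-378e at -6.21. For hsa-miR-133b and hsa-miR-320e the lowest library equals the median to the digits given, as it would at a floor in the BSS libraries. The sizes of these changes may therefore not be measured ones. The standard error implied by the authors' deposited tables is 1.03 to 1.28 for hsa-miR-1292-3p against NBS and 0.018 to 0.019 for hsa-miR-454-3p. Before the scaling, hsa-miR-1292-3p has the same fold change against NBS and NC in all 4 BSS libraries, to within 0.001 on the log2 scale, so its values in both controls are equal, as they would be at a floor, and the size of its change is not a measured one. With the spread of the 4 BSS libraries in limma, 1 of the 149 miRNAs listed in all 4 comparisons with NBS passed at an adjusted p under 0.05, hsa-miR-1292-3p (adjusted p = 0.0368), whose control value may be a floor, and 33 had an unadjusted p under 0.05. Leaving out 1 BSS library gave 5 without QDBS, 1 without QSBS, 8 without CCBS and 0 without HABS, and hsa-miR-1292-3p did not pass without QSBS or without HABS. Against NC, limma passed 469 of 544, 357 higher and 112 lower, and 147 higher and 243 lower with the fold change before the scaling. Of the 32 miRNAs of Table 2, a list the study chose on these libraries, limma passed 1 against NBS and 27 against NC, and 5 and 27 when adjusted over the list alone, which is not independent evidence. None of the miR-29 family passed against NBS, 1 when adjusted over the list alone. Likewise none of the miR-378 family passed against NBS, 2 when adjusted over the list alone. The miR-29 and miR-378 families hold miRNAs of Table 2, so this is not independent evidence either. No member passed in either way for the endothelial, miR-17-92, let-7, miR-30, p53 and NF-kB lists. Against NC, limma passed 10 of the C14MC miRNAs, all higher, 7 of the miR-378 family, all lower, 2 higher and 5 lower of let-7, 1 higher and 4 lower of miR-30, 10 higher and 3 lower of the miR-17-92 list, 6 higher and 1 lower of the endothelial list, 4 higher and 1 lower of the NF-kB list, and 2 higher and 2 lower of the p53 list. Adjusted over the list alone, these numbers were 10, 7, 7, 5, 13, 7, 5 and 5 in the same order. The limma test assumes that the lone control varies like the BSS libraries, which are 4 syndrome types and not replicates, and covers only miRNAs already listed as changed. On simulated levels it called 0% of log2 changes of 0.5 against NBS, so miRNAs and lists that did not pass there are not shown to be unchanged. The comparisons share their control library, so part of any overlap between them may come from that library. In 1000 draws of unchanged libraries with the spread of the 4 BSS libraries, a median of 35 of the 149 miRNAs were called the same way against NBS, and at most 51. Of the 544 against NC the median was 82, and the highest 107. The draws were called at an unadjusted p under about 0.001, and not at the adjusted one. They cover only miRNAs listed in all 4 comparisons, so they give no such number for all miRNAs tested. The paper reasons that blood stasis is what the 4 types have in common, and takes the miRNAs common to the 4 comparisons as those of BSS.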

**Table 2:** The DE-miRNAs in BSS, log_2_ (FC)

miRNA	BSS vs. NBS (NC)			
	QDBS	QSBS	CCBS	HABS
**Up-regulated**				
hsa-miR-1292-3p	4.69 (7.01)	5.76 (8.07)	5.92 (8.24)	4.71 (7.03)
hsa-miR-140-5p	0.28 (2.76)	0.18 (2.66)	0.3 (2.78)	0.14 (2.63)
hsa-miR-155-5p	0.28 (4.48)	0.41 (4.6)	0.23 (4.42)	0.4 (4.6)
hsa-miR-18a-5p	0.12 (2.8)	0.13 (2.81)	0.27 (2.95)	0.11 (2.79)
hsa-miR-20a-3p	0.83 (3.63)	0.59 (3.38)	0.57 (3.36)	0.51 (3.31)
hsa-miR-221-3p	0.17 (2.48)	0.75 (3.06)	0.62 (2.93)	0.15 (2.46)
hsa-miR-23a-3p	0.54 (3.02)	0.57 (3.05)	0.35 (2.83)	0.25 (2.73)
hsa-miR-362-5p	0.3 (2.96)	0.52 (3.18)	0.35 (3.01)	0.17 (2.82)
hsa-miR-3679-5p	1.62 (10.38)	1.43 (10.19)	0.9 (9.66)	1.44 (10.2)
hsa-miR-374a-5p	0.43 (6.45)	0.64 (6.65)	0.81 (6.83)	0.25 (6.27)
hsa-miR-374b-5p	0.6 (3.51)	1.02 (3.93)	0.61 (3.52)	0.39 (3.31)
hsa-miR-4423-3p	2.3 (8.88)	2.49 (9.07)	1.66 (8.24)	2.44 (9.03)
hsa-miR-4517	1.45 (4.59)	0.56 (3.7)	1.23 (4.37)	0.86 (4)
hsa-miR-4521	0.83 (7.22)	0.15 (6.54)	0.54 (6.93)	0.43 (6.82)
hsa-miR-590-3p	0.81 (2.89)	1.17 (3.24)	1.05 (3.12)	0.71 (2.79)
hsa-miR-7-1-3p	0.79 (2.53)	0.41 (2.16)	0.31 (2.05)	0.37 (2.12)
hsa-miR-96-5p	0.41 (5.14)	0.14 (4.87)	0.53 (5.26)	0.25 (4.98)
**Down-regulated**				
hsa-miR-1307-5p	−1.13 (−3.92)	−1.17 (−3.96)	−0.9 (−3.7)	−0.45 (−3.24)
hsa-miR-130b-3p	−0.39 (−0.35)	−0.14 (−0.1)	−0.6 (−0.56)	−0.2 (−0.16)
hsa-miR-151a-3p	−0.33 (−0.3)	−0.15 (−0.12)	−0.2 (−0.25)	−0.16 (−0.14)
hsa-miR-181c-3p	−0.59 (−1.21)	−0.44 (−1.06)	−0.25 (−0.87)	−0.59 (−1.21)
hsa-miR-192-5p	−0.38 (−2.75)	−0.34 (−2.71)	−0.16 (−2.53)	−0.15 (−2.51)
hsa-miR-196a-3p	−1.06 (−0.97)	−0.68 (−0.59)	−0.87 (−0.78)	−0.54 (−0.45)
hsa-miR-210	−0.54 (−0.3)	−0.81 (−0.57)	−0.77 (−0.53)	−0.42 (−0.18)
hsa-miR-22-3p	−0.32 (−1.03)	−0.01 (−0.73)	-0.12 (−0.84)	−0.13 (−0.84)
hsa-miR-29b-3p	−0.71 (−0.15)	−0.65 (−0.09)	−0.67 (−0.11)	−0.64 (−0.08)
hsa-miR-29c-3p	−0.44 (−4.71)	−0.53 (−4.8)	−0.31 (−4.58)	−0.38 (−4.65)
hsa-miR-30a-5p	−0.09 (−1.24)	−0.25 (−1.4)	−0.22 (−1.37)	−0.04 (−1.19)
hsa-miR-30e-5p	−0.44 (−3.01)	−0.48 (−3.05)	−0.35 (−2.92)	−0.27 (−2.84)
hsa-miR-378c	−0.8 (−1.44)	−0.44 (−1.07)	−0.69 (−1.33)	−0.51 (−1.14)
hsa-miR-378d	−0.79 (−1.38)	−0.56 (−1.14)	−0.79 (−1.37)	−0.73 (−1.31)
hsa-miR-671-3p	−0.51 (−1.86)	−0.4 (−1.74)	−0.89 (−2.23)	−0.6 (−1.95)

### GO and pathway analysis

Candidate target genes for the 32 DE-miRNAs in BSS were predicted bioinformatically and compared with mRNAs identified as being differentially expressed in the analysis of the transcriptomes for the same samples (unpublished data). Identification of the expected negative correlation between the expression of a miRNA and its candidate target gene produced a final list of 32 DE-miRNAs putatively targeting 111 DE-mRNAs. Then, all the genes were analyzed by GO and pathway analysis. GO analysis classified genes by biological process, molecular function and cellular component. In biological process, genes were mainly enriched in regulation of transcription (DNA-dependent). In molecular function, genes were mainly enriched in protein binding. In cellular component, genes were mainly enriched in nucleus. This revealed that most genes were involved in cellular process and physiological processes (Figure 2). Pathway analysis suggested that the genes primarily active in leukocyte transendothelial migration, cell adhesion molecules (CAMs), hs DNA replication reactome, tight junction, and hs G13 signaling pathway (Figure 3).

**Figure 2:**
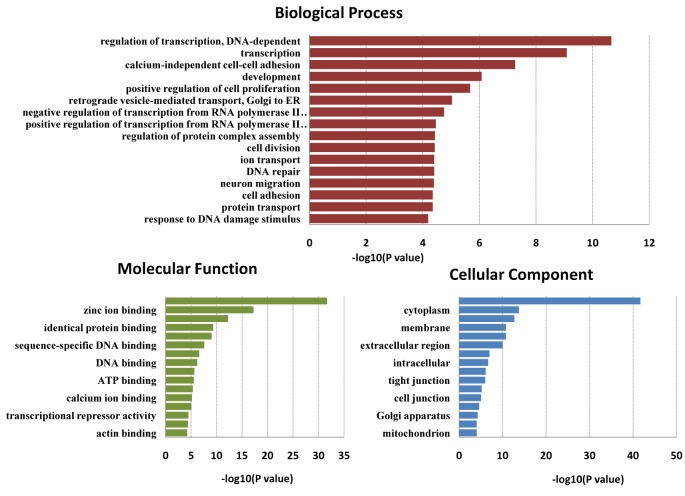
GO enrichment analysis of 111 DE-mRNAs in BSS, compared with NBS and NC.

**Figure 3:**
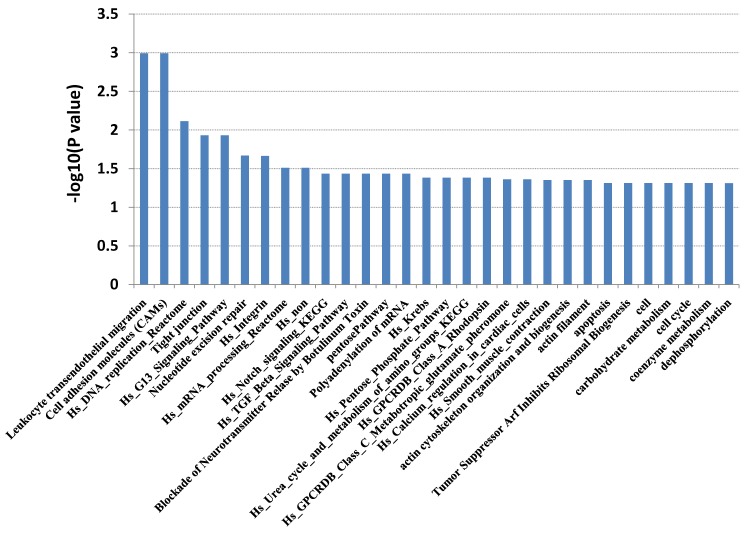
Pathway enrichment analysis of 111 DE-mRNAs in BSS, compared with NBS and NC.

### The potential candidate miRNAs

There were 20 significantly enriched GO annotations that were chosen (−log_10_ (*P*-value) > 5). Twenty-four target genes of BSS were selected from the significantly enriched GO annotations in the 111 annotated genes (Table 3). Their miRNAs were selected as the potential candidate miRNAs of BSS in DM, which were hsa-miR-140-5p, hsa-miR-210, hsa-miR-362-5p, hsa-miR-590-3p, and hsa-miR-671-3p (Table 4).

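Of the 5 candidates, hsa-miR-140-5p, hsa-miR-362-5p and hsa-miR-590-3p were higher, and hsa-miR-210 and hsa-miR-671-3p lower, in all 4 BSS libraries than in both controls, before and after the library scaling. Recentred on the median, only hsa-miR-140-5p in QSBS against NBS changed side, to -0.02. They were chosen by the study on these libraries, so their direction is not independent evidence. The gene of hsa-miR-140-5p, a miRNA of cartilage development, is MIR140, on chromosome 16 of GRCh38 from 69933081 to 69933180, in an intron of WWP2 (GENCODE release 29). The authors' deposited tables give it log2 fold changes against NBS of 0.28 in QDBS, 0.18 in QSBS, 0.30 in CCBS and 0.14 in HABS. Its median against NC was 2.71, and 0.39 before the library scaling. In limma, with the 4 BSS libraries as the spread, the change against NBS was 0.22 (standard error 0.19, adjusted p = 0.414). The other arm of this precursor, hsa-miR-140-3p, went the opposite way against NBS, with -0.49, -0.31, -0.39 and -0.26 in the authors' deposited tables. For hsa-miR-210, a miRNA induced by hypoxia, MIR210 lies on chromosome 11 from 568089 to 568198, in an intron of the long non-coding MIR210HG. Against NBS the authors' deposited tables give it -0.54, -0.81, -0.77 and -0.42 in QDBS, QSBS, CCBS and HABS. Against NC it had the smallest change of the 5 after the scaling, with a median of -0.42, and -2.74 before it. The limma values were -0.63 (standard error 0.22, adjusted p = 0.165) against NBS and -0.40 (standard error 0.22, adjusted p = 0.125) against NC. MIR362, the gene of hsa-miR-362-5p, lies on chromosome X from 50008964 to 50009028 in an intron of CLCN5, which encodes a chloride transporter. Its log2 fold changes against NBS were 0.30, 0.52, 0.35 and 0.17 in the authors' deposited tables, with 0.33 in limma (standard error 0.21, adjusted p = 0.295), and its median against NC was 2.98, and 0.66 before the scaling. The largest change against NBS among the 5 was that of hsa-miR-590-3p, whose gene MIR590 lies on chromosome 7 from 74191198 to 74191294 in an intron of EIF4H, which encodes a translation initiation factor. The authors' deposited tables give it 0.81, 1.17, 1.05 and 0.71 against NBS, and limma 0.94 (standard error 0.23, adjusted p = 0.110). Its median against NC was 3.00, and 0.68 before the scaling. The arm hsa-miR-590-5p had -0.45 in QDBS and -0.48 in CCBS against NBS in the authors' deposited tables and is not listed for QSBS and HABS. MIR671, the gene of hsa-miR-671-3p, lies on chromosome 7 from 151238421 to 151238538 and overlaps an exon of CHPF2, an enzyme gene of chondroitin synthesis. The authors' deposited tables give hsa-miR-671-3p -0.51, -0.40, -0.89 and -0.60 against NBS, and -0.60 came from limma (standard error 0.26, adjusted p = 0.208). Against NC its median was -1.90, and -4.22 before the scaling, while hsa-miR-671-5p had 3.45 to 4.07 in the authors' deposited tables. Against NC, limma gave adjusted p-values of 3.05e-05 for hsa-miR-140-5p, 2.04e-05 for hsa-miR-362-5p, 4.23e-05 for hsa-miR-590-3p and 0.000495 for hsa-miR-671-3p after the scaling, and 0.0940, 0.0157, 0.0328 and 2.49e-05 in the same order before it, where hsa-miR-210 had 7.47e-05. By size of the median, the candidates ranked 105, 26, 80, 8 and 34 of 149 against NBS, in the order hsa-miR-140-5p, hsa-miR-210, hsa-miR-362-5p, hsa-miR-590-3p and hsa-miR-671-3p, and after the scaling hsa-miR-590-3p, the highest of the 5, ranked 220 of 544 against NC, while before it hsa-miR-671-3p and hsa-miR-210 had the larger medians in size. None of the 5 passed limma against NBS at an adjusted p under 0.05, and 1 did when adjusted over the list alone. In 1 draw of simulated levels this step called 0% of log2 changes of 0.5 against NBS and 84.6% of changes of 1. Each rate rests on 13 miRNAs. In that draw 50 of 149 miRNAs were changed, which loosens the adjustment, so 84.6% may overstate the power for a candidate. Not passing therefore does not show a candidate unchanged.

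**Figure D2:**
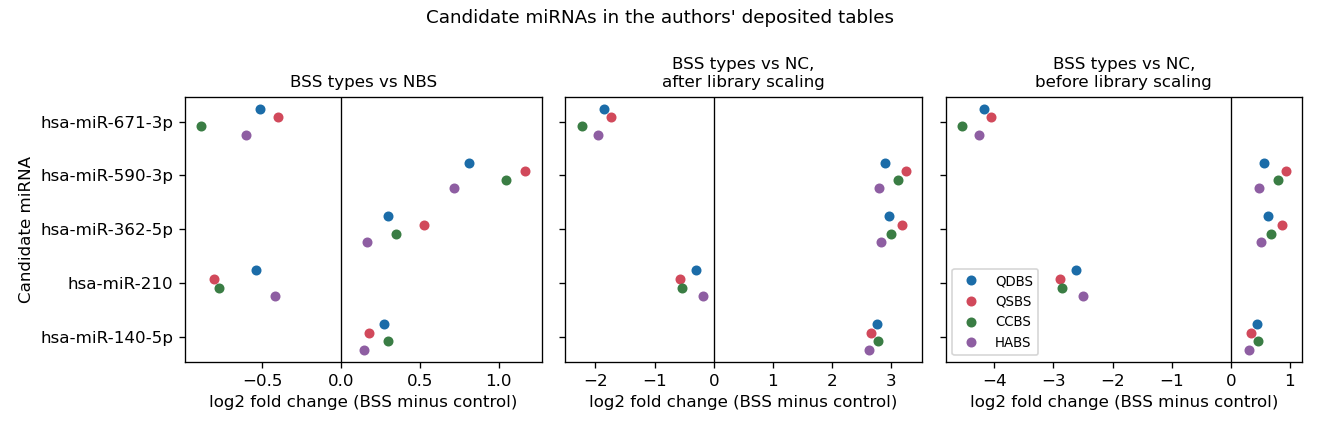
Log2 fold change, BSS minus control, of the 5 candidate miRNAs in the authors' deposited tables, with 1 point per BSS library: against NBS (left), against NC after library scaling (middle) and against NC before it (right). Every candidate keeps its side of 0 in all 3 panels, and hsa-miR-210 against NC lies at -0.57 to -0.18 after the scaling.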

**Table 3:** The significantly enriched GO annotations (-log_10_ (*P*-value) > 5)

No.	GO term	−log_10_ (*P-*value)	Protein
1	Nucleus	41.69	SLC2A4RG; PDX1; NIP7; UPF3A; ZNF655; RFC5; TBX2; ZNF576; CINP; JDP2; OSR2; ZNF282
2	Protein binding	31.67	PDZD4; ARFRP1; PDX1; NIP7; UPF3A; ZNF655; TIMM44; TBX2; CD81; MLPH
3	Zinc ion binding	17.24	SLC2A4RG; ZNF655; ZNF576; MLPH; OSR2; ZNF282
4	Cytoplasm	13.73	SLC2A4RG; UMODL1; PDZD4; IER2; UPF3A; RABEP2; MLPH
5	Cytoplasm	13.73	SLC2A4RG; UMODL1; PDZD4; IER2; UPF3A; RABEP2; MLPH
6	Integral to membrane	12.66	UMODL1
7	Metal ion binding	12.28	SLC2A4RG; ZNF655; ZNF576; MLPH; OSR2; ZNF282
8	Plasma membrane	10.74	UMODL1; GRM5
9	Membrane	10.74	TIMM44; CD81
10	Regulation of transcription, DNA-dependent	10.66	SLC2A4RG; ZNF655; ZNF576; JDP2; ZNF282
11	Extracellular region	10.00	UMODL1; NOG
12	Transcription	9.09	SLC2A4RG; ZNF655; ZNF576; JDP2; ZNF282
13	Transcription factor activity	9.04	SLC2A4RG; PDX1; TBX2; JDP2
14	Sequence-specific DNA binding	7.6	PDX1; TBX2; JDP2
15	Integral to plasma membrane	6.99	GRM5; CD81
16	Intracellular	6.67	SLC2A4RG; ARFRP1; ZNF655; ZNF576; CAPN6; OSR2; ZNF282
17	Nucleotide binding	6.6	ARFRP1; UPF3A; TIMM44;RFC5
18	DNA binding	6.19	ZNF655; ZNF576; ZNF282
19	Development	6.08	PDX1; TBX2
20	Positive regulation of cell proliferation	5.67	PDX1; TBX2; CD81; OSR2

**Table 4:** The potential candidate miRNAs in BSS

MiRNA	Target gene	Description
hsa-miR-140-5p	SLC2A4RG	SLC2A4 regulator
	UMODL1	Uromodulin-like 1
hsa-miR-210	PDZD4	PDZ domain containing 4
	ARFRP1	ADP-ribosylation factor related protein 1
	NSUN5	NOL1/NOP2/Sun domain family, member 5
	PDX1	Pancreatic and duodenal homeobox 1
	GRM5	Glutamate receptor, metabotropic 5
	UMODL1	Uromodulin-like 1
hsa-miR-362-5p	NIP7	Nuclear import 7 homolog (*Saccharomyces cerevisiae*)
	IER2	Immediate early response 2
	UPF3A	UPF3 regulator of nonsense transcripts homolog A
	ZNF655	Zinc finger protein 655
hsa-miR-590-3p	TIMM44	Translocase of inner mitochondrial membrane 44 homolog
	RFC5	Replication factor C (activator 1) 5, 36.5kDa
	TBX2	T-box 2
	ZNF576	Zinc finger protein 576
	SLC2A4RG	SLC2A4 regulator
	RABEP2	Rabaptin, RAB GTPase binding effector protein 2
hsa-miR-671-3p	CAPN6	Calpain 6
	CINP	Cyclin-dependent kinase 2-interacting protein
	CD81	CD81 molecule
	MLPH	Melanophilin
	JDP2	Jun dimerization protein 2
	OSR2	Odd-skipped related 2 (*Drosophila*)
	ZNF282	Zinc finger protein 282
	UMODL1	Uromodulin-like 1
	RABEP2	Rabaptin, RAB GTPase binding effector protein 2
	NOG	Noggin
	ZNF655	Zinc finger protein 655

## Conclusions and discussion

BSS is a syndrome relevant to TCM theory, which associated with many cardiovascular diseases, such as hypertension, diabetes mellitus. The lesion has a very obvious vascular endothelial injury. In study, four different types of BSS cell models were established and compared with NBS and NC. Blood stasis is common in these four comparisons. We obtained the miRNA related to BSS by screening their common miRNAs. Finally, it showed that the number of DE-miRNAs of BSS was 32 (15 down-regulated, 17 up-regulated) compared with NBS and NC. The potential candidate miRNAs were chosen from GO annotations in which target genes were significantly enriched (−log_10_(*P*-value) > 5), which included hsa-miR-140-5p, hsa-miR-210, hsa-miR-362-5p, hsa-miR-590-3p, and hsa-miR-671-3p.

Evidence for the relationship between miRNA and the vascular endothelium of DM was identified in modern studies. For example, experimental data have demonstrated that miR-126 can regulate vascularization by targeting Spred1 [25]. In addition, many miRNAs showed overexpression in DM rats, including miR-320, miR-291-5P, miR-129, etc., of which, miR-30 can down-regulate IGF1 (insulin-like growth factor 1) and its receptor [26]. Specifically, miR-320 and miR-21 can participate in ischemia-reperfusion injury by targeting corresponding genes [27,28].

Similar results were found in our study. Thirty-two miRNAs (15 down-regulated, 17 up-regulated) were found to be associated with BSS in DM by comparing four kinds of BSS with NBS and NC. GO analysis showed that their target genes were mainly associated with regulation of transcription, cell proliferation and division, calcium-independent cell-cell adhesion, cell adhesion, and protein binding. These are related to endothelial dysfunction and the expression of cell adhesion factors, which are associated with BSS [29–34]. The same results were found by pathway analysis. Their target genes were mainly enriched in leukocyte transendothelial migration, CAMs, and hs DNA replication reactome signaling pathway. The junctional adhesion molecule (JAM) family of proteins, JAM-B and JAM-C, are involved in polarized leukocyte transendothelial migration, and are expressed by vascular endothelial cells of the peripheral tissue and high endothelial venules in lymphoid organs. It was found that blockade with a neutralizing anti-JAM-C antibody can reduce the T1D incidence [35]. CAMs may be involved in the molecular mechanism of BSS, which are members of the immunoglobulin superfamily and are involved in synaptic rearrangements in the mature brain. Exenatide has been proved as a strong beneficial action in managing diabetes by altering gene expression of NCAM (neural cell adhesion molecule), ICAM (intercellular adhesion molecule), and VCAM (vascular cell adhesion molecule) [36]. Therefore, these miRNAs may be associated with diabetes secondary to BSS by promoting vascular injury and the expression of adhesion factors.

Based on the analysis, it showed that five miRNAs were closely related to BSS in DM, including hsa-miR-140-5p, hsa-miR-210, hsa-miR-362-5p, hsa-miR-590-3p, and hsa-miR-671-3p. Studies have proved these miRNAs are related to diabetes. The expression of miR-140-5p increases gradually with the increasing concentration of glucose in hyperglycemia-induced endothelial cells and was found to be involved in endothelial dysfunction [37]. A cross-sectional study, which sought to identify the profile of circulating miRNAs in T2D and its response to changes in insulin sensitivity, found a significant increase of miR-140-5p in T2D patients. Moreover, miR-140-5p was found to contribute independently to explain fasting glucose variance after controlling for confounders, and it could be down-regulated by metformin and insulin [38]. SLC2A4RG was predicted as a target gene of miR-140-5p and has been found closely related to DM. A study on pathway analysis of differentially regulated genes upon exercise revealed the regulators of SLC2A4RG was up-regulated in diabetic participants compared with NCs. The study provides novel insight into potential mechanisms to ameliorate the disturbed glucose and amino acid metabolism associated with T2D [39].

A study in Zucker diabetic fatty rats (ZDF rats) revealed that miR-210 was found increased over the course of the diabetic progression [40]. Another functional study indicated that modifications in the levels of miR-210 primarily resulted in increased β-cell apoptosis in diabetic mice [41]. miRNA PCR arrays in left ventricular specimens, which were collected from streptozotocin-induced diabetic mice, found a dysregulation of 316 out of 1008 total miRNAs compared with controls, and ingenuity pathway analysis revealed that miR-210 was implicated in myocardial signaling networks triggering oxidative stress [42]. As is known, the liver is a major organ in lipid metabolism and malfunctioning may lead to T2D. ARFRP1, which was predicted as the target gene of miR-210, has been proved to play an important role in lipoprotein maturation in the liver by influencing lipidation and assembly of proteins to the lipid particles [43]. Another target gene, PDX1, was identified as a key β-cell transcription factor, which is closely related to DM [44,45]. A study to evaluate miRNA involvement in gestational diabetes mellitus (GDM) discovered that miR-362-5p was significantly down-regulated in GDM, compared with normal controls [46]. Up-regulation of LDHA (lactate dehydrogenase A) is found in both human T2D and rodent T2D models. miR-590-3p can suppress LDHA and be used together with human embryonic stem cell (hESC) derived pancreatic endoderm (PE) transplantation into a high-fat diet induced T2D mouse model and significantly improved glucose metabolism and other symptoms of T2D [47]. Balanced deep-sea water (BDSW) was identified as a potential treatment for diabetes and obesity, which can enhance gene expression of TOMM40 and TIMM44 for mitochondrial protein import [48]. The current state of evidence for the relationship between miR-671-3p and DM has so far been unknown. However, its target gene CAPN6 (calpain 6) was identified to be responsible for diabetic nephropathy [49].

In summary, miRNAs can be used not only as biomarkers for the diagnosis of disease but also for natural regulation modes *in vivo*. In the present study, we established the endothelial cell model of DM with BSS, then screened out 32 potential miRNAs related to DM with BSS by HTS and bioinformatics. The five potential candidate miRNAs (hsa-miR-140-5p, hsa-miR-210, hsa-miR-362-5p, hsa-miR-590-3p, and hsa-miR-671-3p) may be important factors related to BSS in DM and can be used as biomarkers for diagnosis and drug targets for treating DM with BSS. However, there are some limitations in the present study, for example, the samples were pooled for sequencing with no replication. Therefore, further studies on the role of miRNAs and their putative target molecules identified in the present work will be required.

## Abbreviations

BSS: blood stasis syndrome
CAM: cell adhesion molecule
CHD: coronary heart disease
DM: diabetes mellitus
GO: Gene Ontology
HTS: high-throughput sequencing
HUVEC: human umbilical vein endothelial cell
IR: insulin resistance
JAM: junctional adhesion molecule
NBS: non-blood stasis syndrome
NC: normal control
OGTT: oral glucose tolerance test
PBS: phosphate-buffered saline
TCM: traditional Chinese Medicine

How the deposited data were processed for this re-analysis (not part of the article)

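Small RNA libraries of CRL-1730 endothelial cells kept for 24 h with 10% pooled serum were compared, 1 library per condition (QDBS, QSBS, CCBS, HABS, NBS and NC). Samples were grouped by their labels, which the paper's methods match.

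The authors filtered the reads with SeqPrep, Sickle and Fastx-Toolkit, removed other non-coding RNA by Rfam and GenBank, mapped the rest to miRBase 21.0, standardized the counts by TMM and ran DEGseq on pairs of libraries. Versions of these tools and the genome build are not given in the sources used here. The authors deposited 8 comparison tables, with 2 columns of log2 fold changes (of TMM-standardized values, and the same after DEGseq's library scaling), a z-score, a p-value and 2 adjusted p-values per miRNA. The authors deposited this score as DEGseq gave it, made by dividing the scaled log2 fold change by its counting error. They list only miRNAs with a p-value under 0.001, so miRNAs that did not reach it are missing, and a missing value does not show that a miRNA was unchanged. The number of miRNAs tested per comparison, worked out from the Benjamini-Hochberg values, was 867 to 924. Another 16 columns of per-library values carry names that match no sample, and were not used. Read counts per library are therefore not used here, no depth was taken from the files, and the mapped reads of the paper's Table 1 were the only depth, which is lowest for NC. The tables name libraries by codes. Each was tied to its comparison by the values of Table 2, as the data passage says, which is a match by the paper's printed values and not by a label.

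From the deposited log2 fold changes and adjusted p-values, DE-miRNAs were counted at an adjusted p under 0.001, the threshold of the paper's methods, with the direction BSS minus control from the log2 fold change after scaling. Common DE-miRNAs are those called in the same direction in all 4 comparisons with a control. Medians over the 4 BSS libraries are given for miRNAs listed in all 4. The standard error of a log2 fold change is its ratio to the authors' deposited z-score, and covers counting error only. The design fixed before the data were examined named mean level for matching random lists and for the limma trend. No level was used from the files, so this standard error, which in DEGseq follows the level, took its place, in 5 bins. NBS and NC were compared by subtracting the 2 fold changes of the same BSS library. Since each pair of libraries has 1 constant scaling, the 4 BSS libraries give the same difference for a miRNA.

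limma 3.58.1 in R 4.3.3 was run on the log2 fold changes of the 4 BSS libraries with the control at 0, with a trend on the standard error and Benjamini-Hochberg adjustment over 149 miRNAs for NBS and 544 for NC, threshold 0.05. These are miRNAs listed in all 4 comparisons, so the set was selected by the calls. The step was tested on 1 draw of simulated levels with the spread of the real libraries. Each size of change was given to 12 or 13 miRNAs against NBS and to 50 against NC. Against NBS, with 50 of 149 miRNAs changed, it called 0% of changes of 0.5 on the log2 scale, 84.6% of 1, 100% of 2 and 100% of 4, and 0% of the unchanged. Against NC, with 200 of 544 changed, it called 16.0%, 30.0%, 72.0% and 96.0%, and 0.581% of the unchanged. Count-based models were not fitted, because no counts were used.

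Most of the miRNAs named were set by a rule before the data were examined. The rule covers the 5 candidates, all of Table 2, the 5 largest positive and 5 largest negative medians among the common DE-miRNAs of each control, the members of 21 miRNA lists, Table 2 among them, and every miRNA the paper names. Opposite arms of Table 2 miRNAs, and miRNAs named as not counted in a list, fall outside it. The precursors whose arms are set side by side in the closing part were chosen after their values were seen. Values of Table 2 had been seen in the paper. The miR-29 and miR-378 families hold miRNAs of Table 2, as do other lists, so their values are not independent of that choice. The lists cover Table 2, the candidates, endothelial and angiogenesis miRNAs, the miR-17-92 cluster, the let-7, miR-29, miR-30 and miR-378 families, p53-induced miRNAs, NF-kB and inflammation, C14MC, C19MC, embryonic miRNAs, red cells, leukocytes and platelets, liver, muscle, epithelium, mesenchyme and smooth muscle, islet and neural cells, and miRNAs the paper names from other studies. Names were matched exactly, so miRNAs deposited without an arm suffix, such as hsa-let-7c, were not matched to list members with one. Each list's median was set among 10000 random lists of the same size from the same table.

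Precursor loci and sequences came from GENCODE release 29 (GRCh38), in which 924 of the 947 miRNA names have a precursor by name. Near-identical relatives were found by windows of 20 bases with at most 2 mismatches, and the differences within pairs of relatives were compared with 10000 exchanges of values between miRNAs of like standard error, in 5 bins.

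The alternatives set before the data were examined were fold change thresholds, recentring on the median of the listed miRNAs, calls whatever their direction, leaving out each BSS library, limma without trend and on median-centred values, and each BSS library as the link between the controls. The fold change before scaling and all listed miRNAs at a p-value under 0.001 were added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.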

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

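All tests of explanations in this part were chosen after the results were seen.

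In 4 of the 79 sets of 4 BSS libraries tested, 1 library lay apart from the other 3, and chance gives about 1 in 20. hsa-miR-18a-5p, of the miR-17-92 cluster, had a log2 fold change of 0.27 in CCBS against NBS in the authors' deposited table, with 0.11 to 0.13 in the other 3, and 2.95 in CCBS against NC. These 2 results share the same CCBS library. hsa-miR-133b, a muscle miRNA, had -5.83 in QDBS against NC in the authors' deposited table, and a median of -8.94. hsa-miR-320e had -1.97 in QDBS against NC in the authors' deposited table, and a median of -7.40. For hsa-miR-133b and hsa-miR-320e, the lowest of the other 3 libraries equals the median to the digits given. Those 3 are thus nearly tied, as they would be at a floor. Their closeness then does not measure spread, and the test cannot show that QDBS stands apart.

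The paper reports no comparison of its 2 controls. Over 564 miRNAs that the deposited tables link, the median log2 difference of NBS from NC was 1.47, with 321 higher and 81 lower by at least 2-fold. Before the library scaling the median was -0.85, with 125 higher and 274 lower. The miRNAs linked are those listed with both controls, and with 1 library each this difference was not tested.

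The first pattern weighed is that most miRNAs stand higher in BSS than in NC, 70.5% to 75.4% of the calls. NBS, without blood stasis, lies to the same side of NC, with a median of 1.47. The pattern is thus not particular to the BSS libraries. NBS lies with them before the scaling too, where both stand lower than NC in the median. The scaling sets the side for NBS as for BSS, since NBS was linked to NC through the BSS comparisons. The side of NBS therefore does not decide whether blood stasis is a cause. Whether the library scaling in DEGseq produces the pattern cannot be told apart from a true difference, since the scaling adds 1 constant to every fold change of a comparison, and the mean share of higher calls of 41.2% before it follows from that constant. A difference between DM and healthy serum was not tested, and stays open beside a difference between the NC library and the rest, since there is 1 NC library. In the paper's Table 1, NC has the most high-quality reads of all libraries, 15261312, but the fewest clean reads, 6297952.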

How the results depend on the processing

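Of the alternatives below, the fold change before the library scaling and the use of all listed miRNAs were chosen after seeing the data. Without replicates, a value counts as moved when it changes by more than the SD of the 4 BSS libraries, a count when it changes by more than 1.5 times, and a share when it changes by more than 10 points. Of the values, counts and shares that answer a comparison, 74 did not stay within these limits and the others did, and of the recentred and before-scaling values of the other miRNAs of Table 2 and of the largest medians 57 did, 79 did not and 2 changed sign. Other members of the miRNA lists were recomputed as lists only, and some of them change sign before the scaling, hsa-miR-126-3p to -0.30 and hsa-miR-499a-5p to -1.49 among them. Thresholds of 0.01 and 0.05, filters on reads, total-count scaling, a binomial test and count models were not run, because the tables list only p-values under 0.001 and no reads were used. The tables hold named miRNAs of miRBase only, so the known-miRNA alternative changes nothing. No paired analysis was possible because each condition has 1 library. Read depth per miRNA was not used, and no result was recomputed without the miRNAs of large standard error, which in DEGseq follows the level. Where no cause is given below, the cause was not tested.

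With a 2-fold change required, calls against NBS fell to 84 in QDBS, 119 in QSBS, 90 in CCBS and 84 in HABS, and common DE-miRNAs to 2 (1 higher, 1 lower) against NBS and 1 (1 higher, 0 lower) against both controls. At a log2 fold change of 0.5 they were 15 (8 higher, 7 lower) and 8 (7 higher, 1 lower). Whatever the direction, 96.4% of the miRNAs common against NBS were also common against NC, where 51.0% were with the same direction. Recentred on the median, common DE-miRNAs were 239 higher and 242 lower against NC and 18 higher against both controls. Recentred, which by construction evens the sides, the share of calls higher in BSS was 48.6% in QDBS and 49.9% in CCBS against NBS, and 49.9%, 49.9%, 49.7% and 49.6% in QDBS, QSBS, CCBS and HABS against NC. Before the library scaling, the share against NC was 38.8%, 44.4%, 38.1% and 43.6%. Before it, common DE-miRNAs were 190 higher and 291 lower against NC and 14 higher and 35 lower against both controls (190, 291, 16 and 37 over all listed miRNAs). By construction, the scaling moves every fold change against NC by 1 constant.

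Leaving out 1 BSS library, common DE-miRNAs lower in BSS were 62 (without CCBS) to 88 (without QSBS) against NBS and 15 (without QDBS) to 23 (without QSBS) against both controls. In limma against NBS, leaving out 1 BSS library gave 0 (HABS) to 8 (CCBS) passing, 0 (QSBS) to 8 (CCBS) higher and 0 (CCBS) to 2 (QDBS) lower. limma without trend passed 2 against NBS (2 higher), and with median-centred levels 4 (4 higher). Against NC, limma passed 188 higher and 204 lower with median-centred levels, and 147 higher and 243 lower before the scaling.

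The median difference of NBS from NC was -0.85 before the scaling, 1.55 linked through QDBS alone and 1.39 through QSBS alone, which link different miRNAs. List medians above 0 against NC numbered 44 of 72 after the scaling, 23 recentred and 16 before the scaling. Recentred, the medians against NBS were 0.34 for hsa-miR-140-5p and -0.40 for hsa-miR-210. Against NC, recentred and before the scaling, they were 0.91 and 0.39 for hsa-miR-140-5p, -2.17 and -2.74 for hsa-miR-210, 1.28 and 0.66 for hsa-miR-362-5p, 1.29 and 0.68 for hsa-miR-590-3p, and -3.79 and -4.22 for hsa-miR-671-3p. hsa-miR-30a-5p against NBS changed sign to 0.064 when recentred, and hsa-miR-7-1-3p against NC to -0.18 before the scaling.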

Differences from the paper's values

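The paper's threshold is a Benjamini q-value under 0.001. The paper's number of DE-miRNAs in each of the 8 comparisons equals the number of miRNAs listed in the authors' deposited table, which have an unadjusted p-value under 0.001. At an adjusted p under 0.001, 331 pass in QDBS against NBS, where the paper's value is 359, and 324 in HABS, where it is 346.

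Against NBS, the directions of the paper's counts are exchanged relative to the sign of the deposited fold changes. The paper's values for QDBS are 138 down-regulated and 221 up-regulated, and over all listed miRNAs 138 were higher and 221 lower here, or 37.5% higher at an adjusted p under 0.001. For CCBS the paper's values are 136 down-regulated and 236 up-regulated, where 131 were higher and 220 lower here, and 136 and 236 over all listed miRNAs. For QSBS they are 229 and 165, where 224 were higher and 153 lower, and for HABS 168 and 178, where 159 were higher and 165 lower. With the directions exchanged, all these values are within 1.5 times of the paper's, and without the exchange those of QDBS and CCBS are not. The paper's Table 2 gives signs that match the deposited fold changes for its 32 miRNAs.

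Against NC, the paper's counts are met with the directions exchanged and on the scale before the library scaling, which was chosen after seeing the values. The paper's values for down-regulated miRNAs are 270, 331, 278 and 334 in QDBS, QSBS, CCBS and HABS, and 270, 331, 278 and 334 were higher here before the scaling. After the scaling, with no exchange, 191 were lower in QDBS, 183 in QSBS and 215 in CCBS, and 74.9% of the calls were higher in HABS, where the paper's up-regulated miRNAs are 432 of 766. Of these, the lower miRNAs of QSBS and HABS are more than 1.5 times away from the paper's down-regulated ones. Recentring gave 372 lower in QSBS, within 1.5 times of the paper's 331, but recentring sets an even split by construction.

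For the common DE-miRNAs against NC, the paper's value is 215 up-regulated, where 385 were higher here. Recentring, which sets about even sides in each comparison by construction and so does not show why the values differ, gave 239, within 1.5 times, and so did the fold change before the scaling, chosen after seeing the values, with 190, but the lower miRNAs were then 242 and 291, where the paper's value is 143. A 2-fold threshold, with 307, was within 1.5 times as well, and a log2 threshold of 0.5, with 357, and leaving out a BSS library, with 403 to 415, were not. For both controls the paper's values are 32 in all and 17 up-regulated, where 51 and 36 were found here. Recentring gave 39 and 18, within 1.5 times, but only 19 of the 32 miRNAs of Table 2 are among the 39. A 2-fold threshold (1 and 1), a log2 threshold of 0.5 (8 and 7), calls whatever the direction (96.4% of those common against NBS) and leaving out a BSS library (57 to 65, with 39 to 50 higher) were not within it. Before the scaling, 49 and 14 were found. A rule found only after seeing the values reaches the paper's numbers. It keeps all listed miRNAs that are lower in all 4 comparisons after the scaling, or higher in all 4 after it and also higher in QDBS before it. This rule gives 358 (215 higher, 143 lower) against NC and 32 (17 higher, 15 lower) against both controls, includes all 32 miRNAs of Table 2 and drops 0 of them. Without that rule, at an adjusted p under 0.001, 30 of the 32 are among the 51.

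The paper's value for hsa-miR-151a-3p in CCBS against NBS is -0.2, and the authors' deposited table gives -0.28, the only value of Table 2 that differed beyond rounding. No alternative set before the data were examined has a value for this comparison alone.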

Other observations

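All tests of explanations in this part were chosen after the results were seen.

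The 5p and 3p arms of several precursors of Table 2 stand apart by differences that do not depend on the library scaling (these precursors were chosen after their values were seen). Against NC, the authors' deposited tables give hsa-miR-374a-5p 6.27 to 6.83 and hsa-miR-374a-3p 1.39 to 1.77. For hsa-miR-29c the log2 fold change of the 5p arm exceeded that of the 3p arm by 5.08 to 5.77. For hsa-miR-1307 the fold change of the 3p arm was the higher, with differences of 5p minus 3p of -5.41 to -4.43. hsa-miR-23a-3p, listed at 2.73 to 3.05 in the authors' deposited tables, stands beside hsa-miR-23a-5p at -2.01 to -1.05. Against NBS, the fold change of the 5p arm of hsa-miR-196a exceeded that of the 3p arm by 1.00 to 1.46 in all 4 BSS libraries. Against NC the same difference lay between -0.19 and 0.27.

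In the list of C19MC, a placental cluster, 2 of 26 miRNAs were common and higher and 2 common and lower against NC, hsa-miR-521 with a median of 8.33 and hsa-miR-512-3p with -4.66, while before the scaling the calls were 1, 1, 1 and 4 higher and 4, 3, 3 and 3 lower in QDBS, QSBS, CCBS and HABS. Other miRNAs of the cluster are not in this list and were not counted, such as hsa-miR-518e-5p and hsa-miR-519a-5p, each at 1.97 in limma after the scaling. Their limma values and standard errors are identical, so they do not count as separate measurements. Of the 10 embryonic miRNAs, matched by exact name, 0 were listed against NBS and 1 against NC in any comparison. Of the 2 liver miRNAs, hsa-miR-122-5p alone was listed, and of the 6 muscle miRNAs 2 were matched by exact name, hsa-miR-133b and hsa-miR-499a-5p (hsa-miR-1 and hsa-miR-133a, deposited without an arm suffix, were not counted), the latter with a median of 0.83 against NC after the scaling and -1.49 before it. Of 8 mesenchymal and smooth muscle miRNAs, 3 were common and higher and 1 common and lower against NC, and before the scaling all 4 were lower. Among the higher, hsa-miR-199a-3p and hsa-miR-199b-3p have identical limma values. Among the 8 miRNAs the paper names from other studies, 4 were common and higher and 2 common and lower against NC, hsa-miR-126-3p with a median of 2.01, which is -0.30 before the scaling, where 0, 1, 0 and 1 of the calls were higher and 8, 6, 7 and 6 lower in QDBS, QSBS, CCBS and HABS. Against NBS, 0 of these 8 were common and higher and 1 was common and lower.

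A second pattern is that some related miRNAs move apart against NC, such as hsa-miR-29a-3p at 3.23 and hsa-miR-29c-3p at -4.68 as medians, which are 0.91 and -7.00 before the scaling. A hypothesis is that reads shared between near-identical miRNAs were given to different members in the NC library, which would set such relatives further apart than other miRNAs. Within 434 pairs of relatives the median absolute difference against NC was 2.71, which minus the 2.93 of values exchanged between miRNAs of like standard error is -0.22 (two-sided permutation test, p = 0.507, Benjamini-Hochberg adjusted over 2 tests 0.507), and against NBS 0.23 with 35 pairs and 0.41 for exchanged values (permutation p = 0.0194, adjusted 0.0388). Relatives were thus not shown to differ more than other miRNAs. The test cannot decide this, because names with identical values count as pairs and lower the median difference. In limma hsa-miR-518e-5p and hsa-miR-519a-5p are both at 1.97 against NC, and hsa-miR-548ay-5p and hsa-miR-548d-5p both at 0.48 against NBS. Shared reads stay open, since families also share biology and pairs within a family are not independent. Before the scaling, miRNAs with a relative had a median of -1.45 against NC, and those without -0.09 (permutation test, p = 2e-05, adjusted 4e-05). Against NBS the medians were 0.14 and -0.19 (permutation test, p = 0.01, adjusted 0.01). This comparison, made first, does not measure whether relatives move apart. RNA of other cell types in the NC library stays open too, because there is 1 NC library. There were 4 lists of other cell types with at least 3 miRNAs listed in all 4 comparisons. Of these 1, the epithelial list, lay beyond 1 on both sides of 0 on both scalings. This does not decide, and it depends on which miRNAs a list holds. hsa-miR-9-5p, at -1.97 in limma, is not in the islet and neural list, which holds hsa-miR-9-3p at 7.00.

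The third pattern is the set of common DE-miRNAs against NBS. Their number may in part reflect the spread between single libraries. In draws of unchanged libraries with the spread of the 4 BSS libraries, a median of 35 miRNAs were called the same way, and at most 51, where 100 were observed. The draws were called at an unadjusted p under about 0.001, at which 105 were observed, and not at the adjusted p of the 100. They cover only the 149 miRNAs listed in all 4 comparisons, so they do not settle how many of the 100 come from this spread. Among 421 miRNAs with a value in the 5 DM libraries, NBS was the highest or the lowest by at least 0.5 on the log2 scale for 28, against 25 for QDBS, 23 for QSBS, 28 for CCBS and 18 for HABS. These miRNAs are all listed against NBS in at least 1 comparison, which favours NBS, and 5 libraries are too few for a share under 0.05. A difference between BSS and NBS serum stays open, with 1 NBS library.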
